A study of Cardamine hirsuta with 24 samples. Its data were reported in "A CUC1/auxin genetic module links cell polarity to patterned tissue growth and leaf shape diversity in crucifer plants" (2024).

How the data were processed

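Poly(A) RNA of shoot apices with young leaves was sequenced from 24 pools of 12 day old *Cardamine hirsuta* seedlings that carried an inducible *ChCUC1* transgene, in which the LhG4:GR activator under the *RCO* promoter drives a ChCUC1:Venus fusion once dexamethasone releases the activator into the nucleus. Seedlings were kept in liquid with 10 µM dexamethasone (Dex) or 0.1% DMSO (Mock) and harvested at 2, 4, 6 and 8 h, with 3 replicates in each of the 8 groups. The files deposited by the authors hold whole-number read counts per gene, not normalised, 1 file per library. Per the labels, reads from a directional library kit were aligned with STAR 2.4.2a and counted with HTSeq 0.5.4p1, and the authors tested with DESeq, for which no version is given. The genome build, the annotation and the strand setting of the counting are not given in the sources used here, so genes that overlap on opposite strands cannot be separated with certainty, and no coordinates are printed. Reads of the transgene and of the endogenous *ChCUC1* gene fall on the same gene model and cannot be told apart.

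Each file lists 29458 genes and the HTSeq summary lines, which were kept out of library sizes and tests. Reads without a gene made up 5.65% to 15.8% of the reads listed in a library and ambiguous reads 0.192% to 0.370%, and the other 3 summary lines were 0. Gene counts per library ran from 12.9 M to 22.96 M (median 19.5 M), and the 10 most abundant genes took 5.48% to 12.7% of them. Replicates differed by more than counting error in every group, with a chi-square over degrees of freedom from 2.63 to 147 for pairs of replicates. Replicates 2 and 3 were the closest pair in Mock at 2, 6 and 8 h and in Dex at 4 and 6 h. In Dex at 2 h and 8 h replicates 1 and 3 were closest (16.4 and 18.9), and in Mock at 4 h replicates 1 and 2 (50.3).

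Counts were tested with edgeR 4.0.16 in R 4.3.3 by a quasi-likelihood fit (glmQLFit, robust, and glmQLFTest, two-sided) on all 24 libraries with 1 coefficient for each group of time and treatment. Libraries were scaled by TMM, and filterByExpr with a minimum count of 10 left 21689 genes. Adjusted p-values are Benjamini-Hochberg values over all genes tested, and a gene is called changed at an adjusted p under 0.05 with a fold over 1.5, the limits stated in the study. The contrasts were Dex against Mock at each time, their average over the 4 times, the difference of the Dex effect between 8 h and 2 h, and Mock at 8 h against Mock at 2 h. The design, the comparisons, the lists, the rule for named genes and most alternatives were fixed before the counts were examined. The lists were nevertheless written after the study's own table of differentially expressed genes had been read. CPM (counts scaled to a common library size) use TMM-scaled library sizes, and log2 CPM has a prior count of 2.

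The files carry gene identifiers without names, and the reference table supplied matched none of them. Names and *Arabidopsis thaliana* counterparts were therefore taken from 4021 pairs of identifiers printed in the study's supplementary tables, which cover 3518 of the genes tested (16.2%). Of these pairs, 1846 are given only in the study's tables of differentially expressed genes, which were made from the same 24 libraries. A named gene or list is thus more often one that the study called, and the lists are not independent evidence of a change or of its direction. An alternative kept only pairs given in tables of ChCUC1 binding.

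Of 321 list members written down from textbook knowledge, 217 had a pair and 211 were tested. The lists cover auxin transport and PIN polarity, auxin response, auxin synthesis and conjugation, boundary and meristem regulators, cytokinin, gibberellin, jasmonate, heat shock, WRKY and defence genes, hypoxia, flavonoids and anthocyanins, glucosinolates, DNA replication and cell cycle, photosynthesis and chlorophyll as a mark of mature leaf, and root hair and seed maturation genes as marks of other tissue. The study's table of differentially expressed genes had been read before these lists were written. A further list holds 422 genes that the study found bound by ChCUC1 both in chromatin and in purified DNA, of which 234 were tested, and another the 28 targets that the study selected on these libraries. Lists were tested on log2 CPM with fry and with camera at an estimated correlation between genes, both in limma 3.58.1, with adjustment over 108 tests of lists and comparisons. Fry asks whether the members of a list move one way on balance, or in either direction in its mixed form, and neither form compares the list with other genes. A count adjusted over the list alone uses the same test with Benjamini-Hochberg adjustment among the members. Shares of called genes were compared with Fisher's exact test. Values per library were compared between Dex and Mock by exact two-sided permutation within times over 160000 arrangements, with a smallest possible p of 1.25e-05.

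Genes to be named were *ChCUC1*, *WAG1* and *WAG2*, the 8 genes highest and 6 lowest in log2 fold change among those called with a mean CPM of at least 2, a symbol, and no overlap of Dex and Mock libraries (for the average, at 3 or more times). The rule also took up to 4 members of each list by adjusted p, the 5 highest and 3 lowest called bound genes, and the 4 highest and 4 lowest genes of the Mock comparison. The text prints those of them whose values it discusses. The code was tested on simulated data, with counts for 21578 genes drawn from the library means. For the comparison at 2 h it called 48% of 50 genes changed 2-fold and 98% of 50 genes changed 4-fold, and for the average 78% and 98%. These simulated counts had neither correlation between genes nor differences between replicate numbers.

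The alternatives were relative log expression scaling, no filter and a stricter filter on low counts, no fold limit, DESeq2 1.42.0, a fit on the libraries of 1 time only, the replicate number as a block, each library left out in turn, bound genes without the study targets, and lists from binding pairs only. After the data had been seen, fits on each pair of replicate numbers, DESeq2 on each time alone, an average without 2 h, a heat shock and hypoxia score as a covariate, and a block shared between times for the Mock comparison were added. Dex treatment of plants without the transgene was not part of the libraries analysed, so effects of the hormone analogue itself cannot be separated from those of ChCUC1.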

Results

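Gene counts of 24 RNA-seq libraries from *C. hirsuta* shoot apices were compared, 3 libraries for each of 4 times (2, 4, 6 and 8 h) in Dex, which induces a ChCUC1:Venus fusion at the leaf margin, and in Mock. Depth ran from 12.9 M to 22.96 M gene counts per library and did not differ between treatments, with means of 19.2 M in Dex and 19.1 M in Mock (exact permutation p = 0.971, n = 12 and 12). Values after ± are standard errors for log2 fold changes and standard deviations for CPM. Every adjusted p of a gene is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 21689 genes, unless another test is named.

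The first question was whether the induced gene followed the labels. *ChCUC1* (CARHR090150), a NAC transcription factor of organ boundaries and the gene under induction, was 3.25-fold higher in Dex in the average over the times (log2 fold change 1.702 ± 0.19, adjusted p = 5.45e-04 by edgeR, n = 12 and 12). Its mean was 7.24 ± 0.93 CPM in Dex against 3.31 ± 1.08 in Mock at 2 h, 10.02 ± 1.42 against 2.69 ± 1.25 at 4 h, 9.28 ± 0.27 against 2.54 ± 1.58 at 6 h, and 7.51 ± 0.35 against 1.94 ± 0.51 at 8 h (n = 3 each). Each of the 12 Dex libraries lay above every Mock library, the lowest Dex value being 6.18 CPM and the highest Mock value 4.40 CPM. The exact permutation p for *ChCUC1* was 1.25e-05, the smallest that the arrangements can give. With replicates 1 and 2 alone the average was 1.84 with an adjusted p of 0.0669 by edgeR, and with replicates 2 and 3 alone it was 1.41 with an adjusted p of 4.36e-04.

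**Figure D1:**
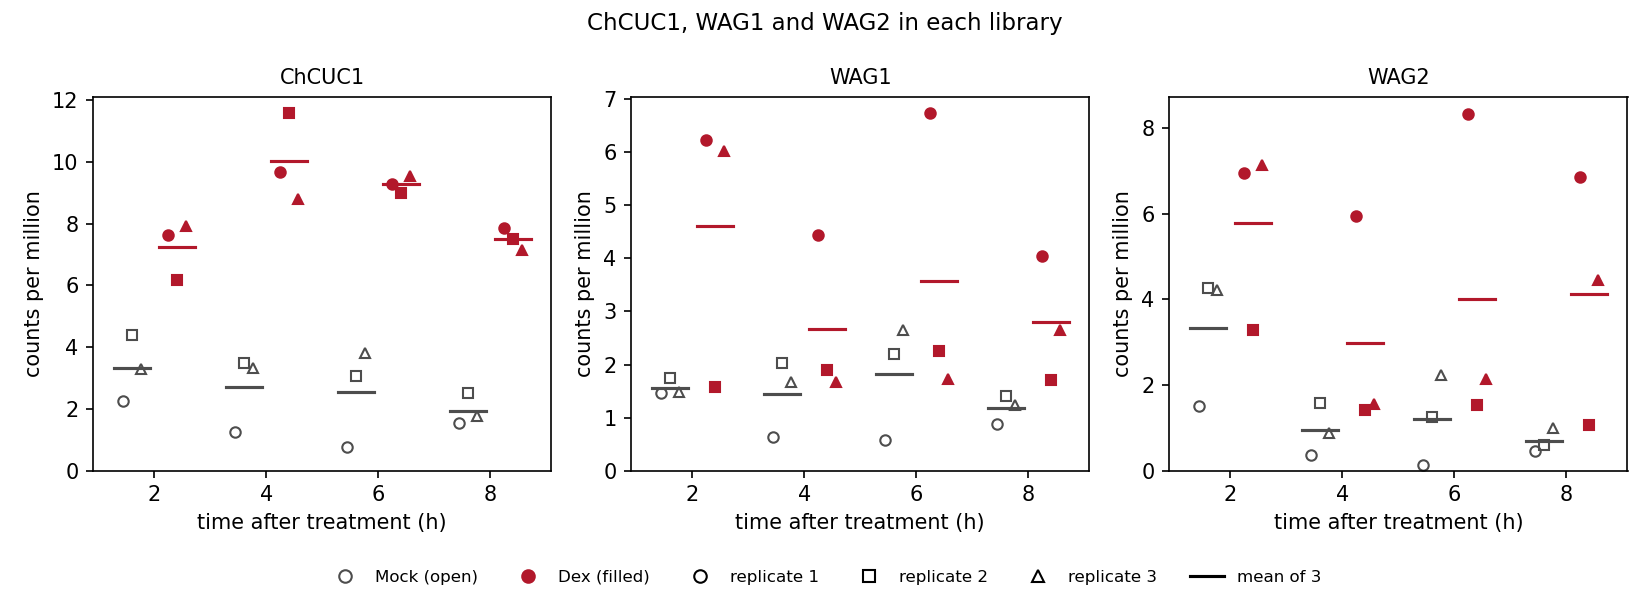
CPM of *ChCUC1*, *WAG1* and *WAG2* in each of the 24 libraries by time (h), with open symbols for Mock, filled symbols for Dex, 1 symbol shape per replicate number and a line at the mean of 3. All 12 Dex libraries exceed 6.18 CPM or equal it for *ChCUC1* and all Mock libraries lie at or below 4.40 CPM, while for *WAG1* and *WAG2* the distance between Dex and Mock is mainly that of replicate 1.

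Dex against Mock at 2 h asked for the earliest response. *NPC4* (CARHR077540), a phospholipase C that cleaves membrane phospholipids, fell by 1.16 ± 0.15 on the log2 scale, from 26.43 ± 2.73 CPM in Mock to 11.82 ± 1.38 in Dex (adjusted p = 0.00643 by edgeR, n = 3 and 3). The 28 study targets, a list chosen on these libraries and therefore no independent evidence, fell as a group with a median log2 fold change of -1.27 (fry, adjusted p = 0.0419). With an estimated correlation (camera) the adjusted p of this list was 0.376. No single target was called over all genes, and 2 rose and 12 fell when adjusted over the list alone. The 16 auxin response genes had a median of -0.58 (fry, adjusted p = 0.0995, mixed 0.0151). Of them 0 were called over all genes, and 0 rose and 2 fell adjusted over the list alone. *ChCUC1* stood at 1.12 ± 0.38 (adjusted p = 0.269), *WAG1* at 1.56 ± 0.60 (adjusted p = 0.301) and *WAG2* at 0.79 ± 0.76 (adjusted p = 0.634), so none of these 3 passed edgeR's threshold. *NPC4* was the only gene called by edgeR, while 3047 genes had an unadjusted p under 0.05 (1084 by chance) and DESeq2 called 117. Without Dex replicate 2 edgeR called 260 genes and without Mock replicate 2 it called 6, and without Dex replicate 1, Dex replicate 3 or Mock replicate 3 it called 0, with adjusted p for *NPC4* of 0.0876, 0.139 and 0.0784.

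At 4 h *ChCUC1* was higher in Dex by 1.89 ± 0.39 on the log2 scale (adjusted p = 0.184 by edgeR, n = 3 and 3). *PDC1*, a pyruvate decarboxylase of fermentation that belongs to the hypoxia list, stood at -2.77 ± 1.05 (adjusted p = 0.184), *WAG1* at 0.91 ± 0.63 (adjusted p = 0.375) and *WAG2* at 1.68 ± 0.86 (adjusted p = 0.251). None of the 18 lists passed fry's adjusted threshold at this time. The number of genes called by edgeR was 0, with 4784 at an unadjusted p under 0.05 and 134 called by DESeq2. Without Mock replicate 2 edgeR called 336 genes, among them *ChCUC1* (2.13, adjusted p = 0.0431).

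At 6 h *ChCUC1* was higher in Dex by 1.85 ± 0.39 (adjusted p = 0.467 by edgeR, n = 3 and 3), and *WAG1* and *WAG2* stood at 0.97 ± 0.60 and 1.704 ± 0.82 (adjusted p = 0.476 and 0.467). No list passed fry's adjusted threshold. Calls by edgeR numbered 0, with 2183 genes at an unadjusted p under 0.05 and 2 genes called by DESeq2. Without Mock replicate 3 edgeR called 1 gene.

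At 8 h, the time at which the study looked for enriched processes, the photosynthesis and chlorophyll list of 12 genes rose with a median log2 fold change of 0.85 (fry, adjusted p = 0.00269). The flavonoid and anthocyanin list of 13 genes rose with a median of 1.10 (fry, adjusted p = 0.0282). Both had an adjusted p of 0.376 with an estimated correlation. Of their members 0 were called by edgeR over all genes, and 9 and 11 rose when adjusted over the list alone. With replicates 2 and 3 alone the medians were 0.69 (fry, adjusted p = 0.0475) and 0.96 (fry, adjusted p = 0.0878). *LHCB4.2*, an antenna protein of photosystem II, stood at 0.82 ± 0.19 (adjusted p = 0.192 by edgeR), and *PSBS*, which protects that photosystem from excess light, at 0.70 ± 0.17 (adjusted p = 0.192). *ULT1*, which limits stem cell number in shoot and floral meristems, stood at 0.96 ± 0.23 (adjusted p = 0.192), and *ChCUC1* at 1.95 ± 0.39 (adjusted p = 0.192). Values for *WAG1* and *WAG2* were 1.25 ± 0.62 and 2.59 ± 0.86 (adjusted p = 0.329 and 0.221). Calls by edgeR numbered 0, with 3433 genes at an unadjusted p under 0.05 and 136 called by DESeq2. Without Dex replicate 2 edgeR called 169 genes, *ChCUC1* among them (1.95, adjusted p = 0.0447), and a fit on the 6 libraries of 8 h alone called 88.

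The average over the 4 times asked for the response common to them, on 12 against 12 libraries, and called 2962 genes, of which 1033 rose and 1929 fell. *WAG1* (CARHR044000) and *WAG2* (CARHR089410), kinases that phosphorylate PIN auxin carriers and shift their polarity, rose 2.25-fold (1.17 ± 0.31, adjusted p = 0.00938 by edgeR) and 3.23-fold (1.69 ± 0.41, adjusted p = 0.00756). *NRT2.1* (CARHR007910), a nitrate transporter that is also on the root hair list, rose 9.83-fold. The cell wall enzymes *XTH33*, *XTR8* and *XTH8*, which cut and rejoin xyloglucan, rose 3.401-, 3.05- and 2.89-fold. Among the genes that fell, the beta-glucosidases *BGLU27* and *BGLU45* were 8.96- and 8.17-fold lower and the stress factor *RRTF1* was 7.49-fold lower in Dex, with adjusted p from 0.00464 to 0.00642 by edgeR for these named genes beside the *WAG* genes.

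These fold changes were larger in replicate 1, and the number of calls depended on which replicates were kept. Replicates 2 and 3 alone called 149 genes (18 up, 131 down), of which 148 were among the 2962, and replicates 1 and 3 alone called 4809. Replicates 1 and 2 alone called 0 genes by edgeR. In replicates 2 and 3 alone 99.5% of the genes called with all replicates kept their sign, and the median size of their log2 fold change was 0.42 in place of 0.89. A term for the treatment effect of replicate 1 was called for 6373 of all 21689 genes, and for 2492 of the 2962, which were themselves selected on an average that holds replicate 1, always in its direction. The same terms for replicates 2 and 3 were called for 0 genes. Their fits leave the departure of replicate 1 in the residual spread, so these 0 calls do not show that replicates 2 and 3 were alike. Of 68 named genes other than *ChCUC1* called in the average, 12 of the 67 tested in replicates 2 and 3 alone were still called, *XTH33*, *PILS5*, *ILL6* and *WRKY75* among them, as was *ChCUC1*. *BGLU45* kept its call too, while *NRT2.1* (1.83, adjusted p = 0.0776 by edgeR), *XTR8*, *XTH8*, *BGLU27* and *RRTF1* lost theirs.

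In the auxin lists, genes moved both ways. Of 13 auxin transport genes 3 rose and 4 fell, and likewise 3 and 4 adjusted over the list alone. Beside *WAG1* and *WAG2*, the list held *PILS5*, an auxin carrier of the endoplasmic reticulum, which fell by 1.33 ± 0.30 (adjusted p = 0.00595 by edgeR), and *PIN6*, which fell by 0.70 ± 0.19 (adjusted p = 0.0119) and was not called without 6 h Mock replicate 1 (-0.57). The list's median was 0.13 and its mean -0.08, fry's direction was up (adjusted p = 0.941), and the mixed test gave an adjusted p of 0.0170. Dex minus Mock was 2.51 in replicate 1, 0.01 in replicate 2 and 0.60 in replicate 3 for *WAG1* log2 CPM, and 3.64, 0.12 and 0.88 for *WAG2*. With replicates 2 and 3 alone *WAG1* stood at 0.40 (adjusted p = 0.388) and *WAG2* at 0.61 (adjusted p = 0.265), so neither call was kept, and *PILS5* at -0.70 (adjusted p = 0.0304).

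Of 16 auxin response genes 3 rose and 4 fell, or 3 and 5 adjusted over the list alone, with a median of -0.14 (fry, adjusted p = 0.459, mixed 0.00106). *SAUR_AC1*, an early auxin-responsive gene, rose by 1.58 ± 0.32 (adjusted p = 0.00500 by edgeR), and *PBP1*, whose product binds the kinase PINOID, fell by 1.39 ± 0.34 (adjusted p = 0.00756). Of 9 genes of auxin synthesis and conjugation 2 rose and 1 fell, or 3 and 2 adjusted over the list alone (median 0.47, fry, adjusted p = 0.327). *ILL6*, a hydrolase of amino acid conjugates of hormones, fell by 1.42 ± 0.25 (adjusted p = 0.00464), and by 0.75 with replicates 2 and 3 alone (adjusted p = 0.0181). Of 10 boundary and meristem regulators 0 were called by edgeR, over all genes and adjusted over the list alone (median 0.16, fry, adjusted p = 0.133). *ULT1* stood at 0.50 ± 0.11 (adjusted p = 0.00619), under the fold limit.

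For other hormones, 6 of 9 gibberellin genes rose and 2 fell, or 6 and 3 adjusted over the list alone, with a median of 0.69 (fry, adjusted p = 0.0419, and adjusted p = 0.516 with an estimated correlation). *GA20OX1*, which makes gibberellin precursors, rose by 1.296 ± 0.28 (adjusted p = 0.00551 by edgeR), while *GA2OX6*, which inactivates gibberellin, fell by 1.77 ± 0.35 (adjusted p = 0.00481) and *GA2OX7*, of the same kind, rose by 1.52 ± 0.32 (adjusted p = 0.00536). Of 14 cytokinin genes 7 rose and 2 fell, or 8 and 2 adjusted over the list alone (median 0.70, fry, adjusted p = 0.264), with the response factors *CRF2* at 1.04 ± 0.28 and *CRF6* at -0.87 ± 0.23 (adjusted p = 0.0113 and 0.00937). Of 15 jasmonate genes 1 rose and 5 fell, or 1 and 6 adjusted over the list alone (median -0.26, fry, adjusted p = 0.104). Among them *TAT3*, a tyrosine aminotransferase that responds to jasmonate, fell by 2.12 ± 0.38 and *JAZ1*, a repressor of jasmonate signalling, by 0.77 ± 0.15 (adjusted p = 0.00464 and 0.00481). The list medians with replicates 2 and 3 alone were 0.31, 0.10 and -0.38 (fry, adjusted p = 0.437, 0.934 and 0.294).

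Stress genes were lower in Dex, in lists whose members were paired mostly through the study's own calls. Tables of binding held pairs for 2 of the 22 heat shock, 0 of the 7 hypoxia and 6 of the 21 WRKY and defence genes. The rest were paired only in tables of differentially expressed genes from these libraries, so the counts are no independent evidence of a change. All 22 heat shock genes fell, over all genes and adjusted over the list alone, with a median of -1.78 (fry, adjusted p = 0.0187, and adjusted p = 0.376 with an estimated correlation). *HSP101*, a chaperone that dissolves protein aggregates, was 3.93-fold lower (adjusted p = 0.00527 by edgeR) and *HSP70b* 5.69-fold lower (adjusted p = 0.00564). Of 7 hypoxia genes 6 fell and 0 rose by edgeR, or 7 and 0 adjusted over the list alone, with a median of -1.499 (fry, adjusted p = 0.0186, and adjusted p = 0.376 with an estimated correlation), and *SUS1*, a sucrose synthase, fell by 1.499 ± 0.33 (adjusted p = 0.00595). Of 21 WRKY and defence genes 1 rose and 15 fell, or 1 and 16 adjusted over the list alone, with a median of -1.005 (fry, adjusted p = 0.00482, and adjusted p = 0.376 with an estimated correlation), and *WRKY75* fell by 2.12 ± 0.45 (adjusted p = 0.00551). The mean level of the heat shock list was 3.78 ± 1.53 (SD over 4 times) log2 units higher in Mock than in Dex of replicate 1, against 0.29 ± 0.24 in replicate 2 and 0.98 ± 0.82 in replicate 3. For hypoxia Dex minus Mock was -4.15 ± 1.54, -0.42 ± 0.56 and -1.01 ± 0.55. With replicates 2 and 3 alone the medians were -0.68, -0.64 and -0.48 for heat shock, hypoxia and WRKY genes (fry, adjusted p = 0.159, 0.0878 and 0.0519), with 3, 1 and 1 genes called.

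**Figure D2:**
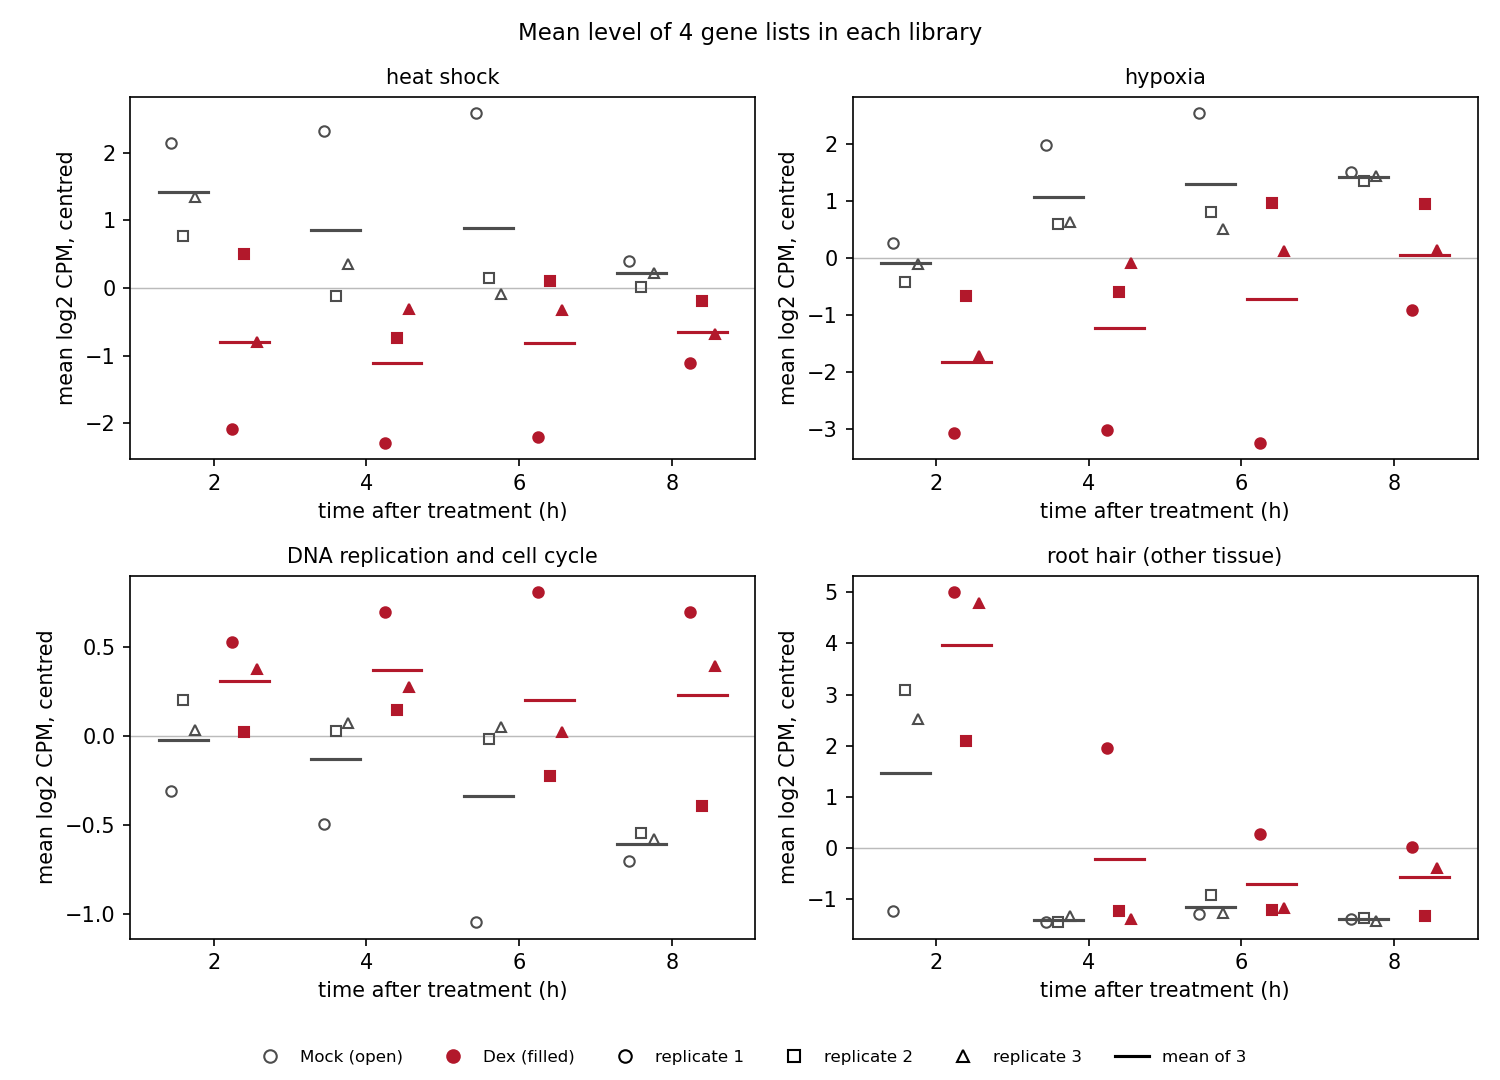
Mean log2 CPM, centred over the 24 libraries, of the heat shock, hypoxia, DNA replication and root hair lists in each library by time (h), with symbols as in the plot of *ChCUC1* and lines at means of 3. The heat shock score spans -2.29 to 2.32 between Dex and Mock of replicate 1 at 4 h and -0.74 to -0.12 between those of replicate 2.

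DNA replication, flavonoid and photosynthesis genes rose as lists by fry in the average, and glucosinolate genes did not pass its threshold. Of 19 genes of DNA replication and the cell cycle 12 rose and 1 fell, over all genes and adjusted over the list alone, with a median of 0.70 (fry, adjusted p = 0.0419, and adjusted p = 0.472 with an estimated correlation). The replicative helicase subunits *MCM2*, *MCM3* and *MCM6* rose by 0.94 ± 0.24, 0.79 ± 0.20 and 0.79 ± 0.20 (adjusted p = 0.00828, 0.00802 and 0.00837 by edgeR). Of 13 flavonoid genes 9 rose and 0 fell, or 9 and 1 adjusted over the list alone, with a median of 0.73 (fry, adjusted p = 0.0159, and adjusted p = 0.376 with an estimated correlation), and *UF3GT*, which adds a sugar to anthocyanins, rose by 1.36 ± 0.32 (adjusted p = 0.00686). Of 11 glucosinolate genes 8 rose and 1 fell, or 10 and 1 adjusted over the list alone (median 0.78, fry, adjusted p = 0.104). The regulator *MYB29* of aliphatic glucosinolates rose by 1.301 ± 0.37 (adjusted p = 0.0128), and *CYP81F2*, which modifies indole glucosinolates, fell by 1.03 ± 0.21 (adjusted p = 0.00500). Of 12 photosynthesis genes 3 rose and 1 fell, over all genes and adjusted over the list alone, with a median of 0.50 (fry, adjusted p = 0.00231, and adjusted p = 0.376 with an estimated correlation), and *GNC*, a GATA factor that promotes chlorophyll synthesis, rose by 0.68 ± 0.13 (adjusted p = 0.00464). The medians with replicates 2 and 3 alone were 0.21 for DNA replication (whose mean log2 CPM, Dex minus Mock, was -0.0307 in replicate 2), 0.36 for flavonoids, 0.18 for glucosinolates and 0.40 for photosynthesis (fry, adjusted p = 0.441, 0.242, 0.789 and 0.0372).

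Root hair and seed maturation lists stood for tissues that a dissected shoot apex should lack, and neither passed fry's threshold. Of 13 root hair genes 3 rose and 0 fell by edgeR, or 2 and 0 adjusted over the list alone (fry, adjusted p = 0.117). Their mean log2 CPM, which stays defined where a library has 0 counts, was 1.24 higher in Dex (exact permutation p = 0.0135, adjusted over 23 measures 0.0239, n = 12 and 12), with 3.15 in replicate 1, -0.26 in replicate 2 and 0.83 in replicate 3. *NRT2.1* had 19.2 ± 31.2 CPM in Dex and 1.22 ± 1.09 in Mock. Of 7 seed maturation genes 3 rose and 1 fell, or 5 and 1 adjusted over the list alone (median 1.18, fry, adjusted p = 0.302, and exact permutation p = 0.132 for their mean log2 CPM, adjusted 0.169), and *ABI5*, a bZIP factor of seed maturation, fell by 1.15 ± 0.30 (adjusted p = 0.00959 by edgeR). The 3 that rose, *M17*, *CRC* and *CRU1*, were not called without 4 h Dex replicate 3 (adjusted p = 0.0785, 0.973 and 0.974 by edgeR). With replicates 2 and 3 alone the root hair and seed lists had 0 calls by edgeR, or 1 and 6 adjusted over the list alone.

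The ChCUC1-bound genes asked whether direct binding went with a change. Of 234 bound genes 25 rose and 38 fell, or 26 and 38 adjusted over the list alone, so 26.9% were called against 13.5% of the other 21455 genes (odds ratio 2.36, 95% interval 1.73 to 3.175, Fisher's exact p = 7.71e-08). Binding went with a larger share both of genes that rose (10.7% against 4.70%, p = 1.53e-04) and of genes that fell (16.2% against 8.81%, p = 2.85e-04, both by Fisher's exact test). Without the 28 study targets, which are bound genes that the study selected for their change in these libraries, 17.5% of 206 bound genes were called (odds ratio 1.36, 95% interval 0.917 to 1.96, p = 0.102), with 8.74% that rose (p = 0.0121) and 8.74% that fell (p = 1.00, each by Fisher's exact test). Leaving out the targets removes called genes from the bound side only, which lowers these shares by construction. The median of all bound genes was 0.05 (fry, adjusted p = 0.589, mixed 0.00106). Beside *WAG1* and *WAG2*, bound genes included *TIP4;1*, a water channel of the vacuole, which rose by 1.33 ± 0.35 (adjusted p = 0.00992 by edgeR), and *FKBP65*, a chaperone-like isomerase, which was 5.62-fold lower (adjusted p = 0.00571). Of the 28 study targets, chosen on these libraries, 7 rose and 20 fell, or 7 and 21 adjusted over the list alone, with a median of -1.07 (fry, adjusted p = 0.00231, and adjusted p = 0.376 with an estimated correlation). In replicates 2 and 3 alone 0 bound genes rose and 5 fell, and 0 targets rose and 5 fell by edgeR.

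**Figure D3:**
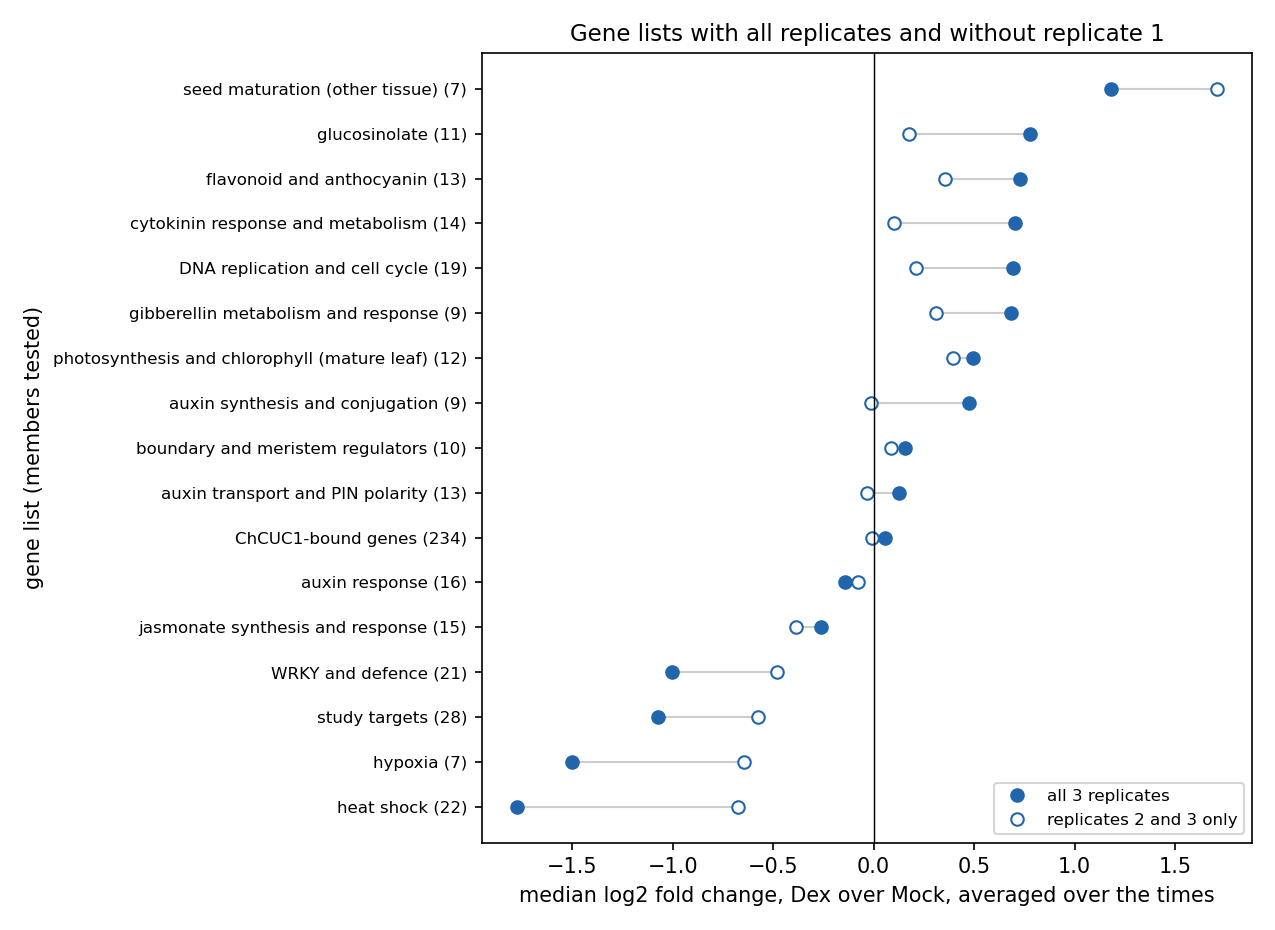
Median log2 fold change of Dex over Mock, averaged over the times, of each gene list other than root hair, with all 3 replicates (filled) and with replicates 2 and 3 only (open), and the number of members tested in brackets. The heat shock median moves from -1.78 to -0.68 and that of photosynthesis from 0.50 to 0.40.

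The difference of the Dex effect between 8 h and 2 h asked whether the response changed with time. *ChCUC1* differed by 0.83 ± 0.54 on the log2 scale, *WAG1* by -0.31 ± 0.87 and *WAG2* by 1.796 ± 1.14 (adjusted p = 1.00 each by edgeR). The jasmonate list had the lowest p of the lists, with a median difference of 0.75 (fry, adjusted p = 0.126). Calls by edgeR numbered 0, with 937 genes at an unadjusted p under 0.05 (1084 by chance) and 2 genes called by DESeq2. Without 2 h Dex replicate 2 edgeR called 2 genes. On simulated counts this contrast found 10% of genes that differed 2-fold and 74% of genes that differed 4-fold, so 2-fold differences were rarely detected even there. Those counts held no differences between replicate numbers, so these shares do not give the detection rate in the libraries.

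Genes called at more than one time, by which the study defined its responsive leaf genes, numbered 0 by edgeR and 11 by DESeq2 on all libraries. DESeq2 on the 6 libraries of each time called 1366, 534, 1 and 2156 genes at 2, 4, 6 and 8 h and 741 at more than one time, of which 608 fell and 127 rose at each of these and 6 went both ways. Without replicate 1 these fits called 81, 121, 8 and 277 genes, without replicate 2 they called 3460, 256, 0 and 4593, and without replicate 3 they called 0, 320, 4 and 18. Across genes, which are not independent replicates, log2 fold changes at 2 h and 4 h had a Pearson correlation of 0.67, and those at 2 h and 8 h of 0.57. No call was shared between times by edgeR, since only *NPC4* at 2 h was called.

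Mock at 8 h against Mock at 2 h gave the change with time in the liquid without induction. *BIP3*, a chaperone of the endoplasmic reticulum, rose from 4.71 ± 2.53 to 129.7 ± 7.7 CPM (4.77 ± 1.13, adjusted p = 0.00395 by edgeR, n = 3 and 3), and *PDC1* from 25.2 ± 4.6 to 565.8 ± 44.1 CPM (4.49 ± 1.13, adjusted p = 0.00605). *LHCB4.2* fell from 986.2 ± 96.4 to 73.4 ± 6.2 CPM (adjusted p = 3.16e-10), and *NPC4* from 26.4 to 2.19 CPM (adjusted p = 5.57e-11). *IRT1*, the iron transporter of the root epidermis, was listed at 0 counts in all 3 Mock libraries at 8 h, and at 2 h it had 0, 12.3 and 5.85 CPM in replicates 1, 2 and 3. In total 5279 genes were called, of which 1926 rose and 3353 fell, with 8822 at an unadjusted p under 0.05. Replicates 1 and 3 alone called 2054 genes and replicates 1 and 2 alone 2008, while replicates 2 and 3 alone called 6136.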

Values the study reported

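The study called genes differentially expressed at a fold change above 1.5 and an adjusted P below 0.05. It reported 1,175 genes with differential expression at more than one of the sampled times, *ChWAG1* and *ChWAG2* among them. Intersecting these genes with both binding assays, it named 28 high-confidence targets of ChCUC1, which again included *ChWAG1* and *ChWAG2*. Beside these libraries, it measured both *WAG* genes by qRT-PCR 8 h after induction and in leaves with reduced *ChCUC* expression. From the latter it reported that *ChWAG1* transcript depends on the *ChCUC* genes. It cited the measurement after induction, beside the sequencing, where it named both genes as responsive. It also reported a positive correlation of *ChWAG1* and *ChCUC1* reporter signals across cells. Genes bound in chromatin were enriched among those that rose on induction in its tests. Mutants of *ChWAG1* and its paralogue *ChPID*, with or without a *ChWAG2* mutation, formed fewer leaflets. *ChWAG1* expressed in the *ChCUC1* domain rescued leaflet formation in the triple mutant.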

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

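The fits on pairs of replicate numbers, DESeq2 on each time alone, the average without 2 h, the covariate and the block shared between times were chosen after results had been seen, and the other alternatives were planned. Where no reason is given for a change, the cause was not tested.

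Scaling by relative log expression, no filter and the stricter filter kept every count within 1.5 times and *ChCUC1* on its side of the threshold at each time and in the average. Over these and every other alternative the adjusted p of *ChCUC1* in the average stayed below the threshold except with replicates 1 and 2 alone (1.84, adjusted p = 0.0669). Without a fold limit the average called 7884 genes (3971 up, 3913 down), since fewer conditions apply. Averaging over 4, 6 and 8 h kept the count within 1.5 times, and 59 of 68 named genes other than *ChCUC1* remained called.

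DESeq2 called 117, 134, 2 and 136 genes at 2, 4, 6 and 8 h, 2 in the difference and 11 at more than one time, and put *ChCUC1* past the threshold at 4, 6 and 8 h (1.89, 1.84 and 1.95). DESeq2 on each time alone called 1366, 534, 1 and 2156 genes and 741 at more than one time, with *ChCUC1* past the threshold at 2, 4 and 8 h (1.12, 1.89 and 1.93). edgeR on the libraries of 1 time called 0 at 2 h and 88 at 8 h, with *ChCUC1* at 1.94 (adjusted p = 0.0443).

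With replicates 2 and 3 alone the average called 149 genes, with 1 and 3 alone 4809 and with 1 and 2 alone 0, where edgeR on all replicates called 2962 and DESeq2 3130. Each of these fits called 0 genes at 2 h, and fewer samples are part of their construction. In Mock at 8 h against 2 h replicates 1 and 3 alone called 2054 genes and 1 and 2 alone 2008. With replicates 2 and 3 alone the sign was reversed for *CYP79B3* (-0.0130), *HAM3* (0.0139), *WAG1* at 4 h (-0.0640) and 6 h (-0.28), and the medians of bound genes (-0.0093), auxin transport (-0.0333) and auxin synthesis (-0.0130). Binding pairs alone reversed auxin response (0.0720) and ended the calls of photosynthesis and flavonoids (0.18 and 0.81). They kept the call of WRKY and defence genes (fry, adjusted p = 0.0130), while auxin transport, boundary and jasmonate lists stayed uncalled. The other lists had fewer than 5 such members tested.

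With the heat shock and hypoxia score as a covariate 1 gene was called in the average, *ChCUC1* (1.36 ± 0.21 SE, adjusted p = 0.0484). The score itself differs between Dex and Mock, so this fit removes part of any Dex effect by construction. Reversed signs were *WAG1* -0.0858 in the average, -0.57 at 4 h and -0.32 at 6 h, *WAG2* -0.84 at 2 h and -0.30 at 4 h, *WRKY49* -0.26, *CML39* 0.60, *CYP79B3* -0.68, *TAA1* -0.18, *HAM3* 0.16, *CRF2* -0.20, *ARR9* -0.11, *MRH6* -0.0566, *ABI5* 0.0278, *MCM3* -1.96e-04, *MCM2* -0.0104, *SRO5* 0.0598, *CML38* 0.19 and *MYB29* -0.19.

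Leaving out 1 library gave 0 to 260 genes at 2 h, 0 to 336 at 4 h, 0 to 1 at 6 h, 0 to 169 at 8 h, 0 to 2 in the difference and 2103 to 3493 in the average. *ChCUC1* ranged from 0.91 to 1.39 at 2 h, 1.55 to 2.13 at 4 h, 1.44 to 2.24 at 6 h and 1.801 to 2.17 at 8 h. Leaving replicate numbers out moved the bound median between -0.0093 and 0.17. Among values of named genes 1922 stayed on their side of the threshold, 86 were lost and 8 were gained, and none changed sign.

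The replicate numbers did not pair the libraries. Correlations of deviations between Dex and Mock of the same number ran from -0.593 to 0.137, 2 of 12 were over 0.1, and no library correlated best with its own number. With the replicate block the average called 13 genes (7 up, 6 down) and 2 h called 0, Mock at 8 h against 2 h called 3877 (5242 with the number shared between the times), and 6 of the 8 lists that fry called in the average were no longer called, nor were auxin transport, auxin response and bound genes in fry's mixed form (adjusted p = 0.0939, 0.0500005 and 0.0585). At single times the block ended fry's calls of the study targets at 2 h and of flavonoids at 8 h (adjusted p = 0.168 each). It kept that of photosynthesis at 8 h (fry, adjusted p = 0.0264). The block also added a call of auxin response at 2 h (median -0.57, fry, adjusted p = 0.0264, against 0.0995 without it). In fry's mixed form that list was no longer called at 2 h (adjusted p = 0.0939, against 0.0151).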

Other observations

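The list tests on Mock, the tests of the 3 patterns and the counts over other splits of the samples were chosen after results had been seen.

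In Mock, 8 h differed from 2 h in several gene lists, a change without induction whose cause was not tested. Only the photosynthesis list passed camera, and the auxin transport, auxin response, boundary and ChCUC1-bound lists passed fry alone. Markers of root tissue moved with them, as 0 of 13 root hair genes rose and 11 fell by edgeR (fry, adjusted p = 0.0498, and camera, adjusted p = 0.744), and their scores were -1.22, 3.08 and 2.53 in Mock replicates 1, 2 and 3 at 2 h and from -1.41 to -1.36 at 8 h. The 12 photosynthesis genes fell with a median log2 fold change of -1.86 (fry, adjusted p = 3.20e-11 over 18 lists, and camera, adjusted p = 0.0247), and 9 of them were called by edgeR. *PSBS* fell by 1.73 ± 0.17 and *GUN4*, which activates chlorophyll synthesis, by 1.71 ± 0.25 (adjusted p = 7.16e-07 and 5.97e-05 by edgeR). Of 16 auxin response genes 1 rose and 10 fell, with a median of -1.016 (fry, adjusted p = 5.38e-05, and camera, adjusted p = 0.276), among them the auxin response repressor *IAA13* (-1.18 ± 0.25, adjusted p = 0.00166). Of 10 boundary and meristem regulators 0 rose and 4 fell by edgeR, with a median of -0.64 (fry, adjusted p = 0.00289, and camera, adjusted p = 0.557), among them *ULT1* (-0.90 ± 0.23, adjusted p = 0.00691) and *CYP78A5*, a cytochrome P450 that promotes organ growth (-1.06 ± 0.27, adjusted p = 0.00662). Of 234 ChCUC1-bound genes 10 rose and 68 fell (median -0.31, fry, adjusted p = 1.25e-05, and camera, adjusted p = 0.276). Of 13 auxin transport genes 0 rose and 4 fell by edgeR (median -0.28, fry, adjusted p = 0.0291, and camera, adjusted p = 0.744).

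In the same Mock comparison *BMY1*, a beta-amylase, fell by 3.27 ± 0.51 (adjusted p = 1.25e-04 by edgeR) and *NDB4*, an alternative NADH dehydrogenase of mitochondria, rose by 4.40 ± 0.84 (adjusted p = 7.14e-04). *ALD1*, which acts in the synthesis of the defence signal pipecolic acid, rose by 4.54 ± 1.29 (adjusted p = 0.0127), and by 4.37 with an adjusted p of 0.0548 without 2 h Mock replicate 3.

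Genes called at more than one time numbered 0 by edgeR, and 741 by DESeq2 on each time alone. Both are lower than the value quoted from the study above.

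The first pattern is that Dex effects in the average are larger in replicate 1, where 6373 of all 21689 genes had a called term, and 84.1% of the genes selected on the average, although replicates 1 and 2 alone called 0 genes by edgeR and replicates 2 and 3 alone 149. Exchanged labels in replicate 1 are argued against by *ChCUC1*, whose lowest Dex CPM was 1.404 times the highest Mock CPM, and so is a higher *ChCUC1* mRNA level in Dex of replicate 1, which differed from the mean of Dex replicates 2 and 3 by 0.0408 ± 0.09 on the log2 scale (SD over 4 times). *ChCUC1* differed more between Dex and Mock in replicate 1 (2.57, against 1.31 in replicate 2 and 1.46 in replicate 3, term 1.15, adjusted p = 0.00203 by edgeR). The larger difference lay in Mock, where *ChCUC1* of replicate 1 minus that of replicates 2 and 3 was -1.14 ± 0.69 (SD over 4 times). As the whole cause for heat shock and hypoxia genes this larger difference is argued against by their score in Dex. That score in Dex replicate 1 minus that of Dex replicates 2 and 3 was -2.04 ± 0.78 (SD over 4 times) at a like *ChCUC1* level. For other genes the larger *ChCUC1* difference stays open, as the term of *ChCUC1* alone does not test them. A different state of the Mock plants of replicate 1 without Dex stays open as a part of the pattern. Their score lay 1.25 ± 0.92 (SD over 4 times) above that of Mock replicates 2 and 3, a wide spread. As the whole cause for heat shock and hypoxia genes it is argued against by the same Dex difference of -2.04 ± 0.78, since it would leave the Dex libraries alike. The score had a correlation with *ChCUC1* of -0.984 across the 12 Mock libraries (exact permutation p = 7.72e-04, the smallest possible), so the last 2 explanations were not separated in Mock, and of -0.301 across the 12 Dex libraries (exact permutation p = 0.421).

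The second pattern is that root hair genes differ between libraries at 2 h, with scores of 4.999, 2.101 and 4.78 in Dex and -1.22, 3.08 and 2.53 in Mock replicates 1, 2 and 3. Induction by Dex alone is argued against, since the Mock scores spanned 1.72 times the mean difference between Dex and Mock. Root tissue in different amounts in the libraries is a candidate explanation, as all 13 tested members had a correlation above 0.8 with the mean of the others over the 6 libraries (lowest 0.876). A joint response of these genes to the treatment of the plants stays open and was not tested.

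The third pattern is that the *WAG1* and *WAG2* differences are larger in replicate 1. Across the 12 Mock libraries their mean level, centred within times, had a Pearson correlation of -0.968 with the heat shock and hypoxia score (exact permutation p = 0.00154, adjusted over 6 correlations 0.00309, Spearman -0.951), -0.917 without the 2 libraries farthest from the centre and -0.641 in the 8 libraries of replicates 2 and 3. The *WAG* genes may thus vary with the same state as the stress genes, without Dex. For *ChCUC1* mRNA as what sets their level, the correlation across the 12 Dex libraries was 0.275 (exact permutation p = 0.444, Spearman 0.385), which with 12 libraries neither shows nor excludes it, while their correlation with the stress score in these Dex libraries was -0.924 (exact permutation p = 7.72e-04, the smallest possible, adjusted 0.00231), and -0.858 in replicates 2 and 3. Across Mock libraries the correlation with *ChCUC1* was 0.958 (exact permutation p = 0.00463), and 0.255 in replicates 2 and 3.

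Other splits of the same samples were fitted with edgeR. Of 60 splits within times, the real one included, 1 called as many genes in the average as the real split (2962). A count this high was thus rare among the splits drawn, but chance is not excluded as its source. The libraries were not interchangeable, as Dex effects were larger in replicate 1. A split that parts Dex and Mock of replicate 1 at all 4 times can also call many genes, but most such splits called 0. The highest other split called 2524, and it or its mirror image kept 18 of the 24 libraries on their labelled side, while another with 20 on that side called 0. For the difference between 8 h and 2 h and for genes called at more than one time the real count was 0, which each of the 60 splits reaches, the highest other being 0, so the splits say nothing of chance there. At single times the 10 splits of 6 libraries are too few for a share under 0.05. The real count was 1 at 2 h (highest other 8, reached by 2 splits), 0 at 4 h (highest other 32, reached by 10), 0 at 6 h and 0 at 8 h (highest other 0 at both, reached by 10), and 5279 for Mock at 8 h against 2 h (highest other 0, reached by 1). The 8 and 32 genes, each called by 1 other split, may reflect a structure of the samples, which was not tested.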
